A study of Homo sapiens with 21 samples. Its data were reported in "Disease-linked regulatory DNA variants and homeostatic transcription factors in epidermis" (2025).

How the data were processed

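Guide RNAs of a pooled CRISPR knockout library were counted in primary human keratinocytes from 2 donors. The library targeted transcription factors and other regulators of transcription, and it also held safe-targeting guides, which are aimed at sites without known function and serve as controls. Cells were taken as progenitor cells (5 plates of 100000 cells) and after 4 days in 1.2 mM calcium at high density (18 wells of 1600000 cells), a culture that makes keratinocytes differentiate. The differentiated cells were taken unsorted, or were stained for keratin 10 (KRT10, a structural protein of differentiated epidermal cells) and sorted into low, medium and high gates. The plasmid pool used to make the virus was counted as well.

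The deposited table held UMI counts per sgRNA (molecules with distinct unique molecular identifiers) for each cell pool. According to the processing notes deposited with it, the authors made these counts with their own workflow, and the notes name Bowtie2, MAGeCK and UMI-tools without versions. The table covered 7500 guides, of which 372 were safe-targeting and the others were assigned to 1779 target names. There were 1772 targets with 4 guides, 4 with 8, 2 with 3 and 1 with 2. For 16 guides the name's prefix differed from the assigned target, and the assigned target was used. Guide sequences were not used here.

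There were 21 libraries, namely 5 cell populations from each of the 2 donors in 2 technical batches and 1 plasmid library. They held 17516192 UMIs, from 359991 to 1780854 per library with a median of 748746. Between the batches of a donor and population, Pearson's r of log2 counts across guides was 0.695 to 0.876, and the chi-square statistic per degree of freedom was 2.65 to 5.48, so that the batches differed by more than counting error. Batches were summed for each donor and population, which gave 11 libraries with 701466 to 3067482 UMIs and a median per target of 371 (plasmid) to 1598 UMIs. The replicate numbers pair the populations of a donor. Across targets and over 10 pairs of populations, the deviations of the donors from each other had a Pearson's r of 0.318 to 0.544, and the donor was therefore a block in the fits.

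Counts of a target's guides were summed and tested with edgeR 4.0.16 in R 4.3.3, with the robust quasi-likelihood F test (two-sided) and p values adjusted by the Benjamini-Hochberg method over all targets at a threshold of 0.05. The UMIs of safe-targeting guides set the library sizes. Targets with a mean under 50 UMIs were to be left out, which removed 0. Standard errors are the log2 fold change divided by the square root of F. Relative abundance is the UMIs per guide of a target over the UMIs per safe-targeting guide of the same library. Per-donor log2 fold changes used an offset of 0.5 UMIs.

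The comparisons were KRT10-high cells against the mean of the other differentiated populations, KRT10-low cells against the mean of the other differentiated populations, KRT10-high against KRT10-low cells, unsorted differentiated cells against progenitor cells, and progenitor cells against plasmid. The first 3 were estimated from 1 fit of the 8 differentiated libraries and share their libraries, so calls in them are not independent. The comparison of unsorted differentiated with progenitor cells used 4 libraries. That of progenitor cells with plasmid used 3 libraries and no donor block, because the single plasmid library has no donor and its own spread was not measured. With 2 donors per population, other splits of the libraries were too few to count.

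A total of 18 gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01) and adjusted over the 18 lists in each comparison. They were progenitor maintenance factors, pro-differentiation factors, AP-1, the SP and KLF family, AP-2, the SMAD pathway, NF-kB, E2F and DREAM, MYC and MAX, the general transcription machinery, centromere, replication and telomere proteins, COMPASS with SAGA and histone acetylation, nucleosome remodellers, corepressor complexes, nuclear receptors, HOX genes, factors of other lineages, and the 30 genes that the study named from this screen. The last list was chosen by the study on these samples. Of the 14 progenitor maintenance factors 6 are also in that list, as are 3 of the 23 pro-differentiation factors. Of its 30 members 20 are in some other list. Camera sets a list against all other targets, so that its direction is relative to them.

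Genes named in the text follow a rule set before the data were examined. It takes up to 10 targets in each direction with the largest change among those that passed with the same sign in both donors and in at least 3 in 4 of its guides, up to 4 members of each list, and targets fixed by name, of which SNAI2, SP1, TP63, KLF4, KLF5, ZNF750, CXXC1 and ZNF217 are given here. Some targets that the rule takes are counted but not named. The comparisons, lists and alternatives were likewise chosen before the data were examined, except where the text says otherwise.

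The alternatives were TMM and DESeq2 1.42.0 size factors for scaling, the DESeq2 Wald test, removal of the guides in the lowest 10% of plasmid UMIs, removal of each target's most abundant guide, separate batches in the fit, either batch alone, all libraries in a single fit, no donor block, each donor-level library left out in turn, and an adjusted p under 0.25. A rank aggregation of guide tests (guides in the top 25%, with a null of 100000 draws from safe-targeting guides) stood in for MAGeCK. As a check, the 372 safe-targeting guides were joined into 93 sets of 4 and tested like targets. The fits were also tested on simulated data, with independent guides and no differences between donors.

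Gene positions are from GENCODE 44 on hg38. All 20-base candidate cut sites beside a PAM in coding exons, 431415 in number, were counted in the genome. They covered 1727 target names matched by symbol and 12 matched by an older symbol, and 35 targets were not matched. The 5 Y-linked targets stayed in the fits and counts and were left out of the tables of targets. No alignment was done and raw reads were not used here. Loss of the targeted proteins was not measured in these libraries.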

Results

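The screen asked which transcription regulators, once knocked out, leave keratinocytes with more or less KRT10 during differentiation. A guide that is more abundant in the KRT10-high gate marks a target whose loss goes with more KRT10, and a guide that is more abundant in the KRT10-low gate marks a target whose loss goes with less. Values are log2 fold changes of guide UMIs per target with standard errors, from edgeR unless another tool is named. The standard errors come from the fit, with n = 2 donors per population. They are not the spread between the donors, which can be larger. Donor-level libraries held from 701466 to 3067482 UMIs, with a median of 371 to 1598 UMIs per target.

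Guides against SP1, some progenitor factors such as TP63 and SNAI2, and some chromatin and signalling factors were more abundant in KRT10-high than in KRT10-low cells. Those against SP1, a zinc finger factor that binds GC-rich promoters, rose 2.66-fold (log2 fold change 1.41 ± 0.16, adjusted p = 1.61e-10). With the guides of each target summed, this was the largest change of all 1779 targets in this comparison. The relative abundance of SP1 guides was 0.926 ± 0.18 (SD, n = 2) in KRT10-high cells and 0.349 ± 0.065 in KRT10-low cells. It was 0.719 ± 0.064 in unsorted differentiated cells and 0.821 in the plasmid. Guides against TP63, the master regulator of the epidermal lineage, rose 1.7-fold (0.76 ± 0.17, adjusted p = 0.00211). Those against SNAI2, a repressor of differentiation genes in epidermal progenitors, rose 1.65-fold (0.72 ± 0.17, adjusted p = 0.00466). Over 21 alternatives this SNAI2 value ranged from 0.613 to 1.71. The median log2 fold change of its 4 guides was 1.65, more than the summed value and above the 1.44 of SP1's guides. In the other direction, guides against PRDM1, a repressor that promotes terminal differentiation, fell to 0.73-fold (-0.45 ± 0.09, adjusted p = 5.91e-04), from a relative abundance of 2.27 ± 0.038 (SD, n = 2) in KRT10-low cells to 1.66 ± 0.13 in KRT10-high cells.

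In total, guides against 24 targets were more abundant and guides against 8 less abundant in KRT10-high than in KRT10-low cells, of 1779 targets tested, all with the same sign in both donors. Across all targets the donors had the same sign for 55.9%, and their log2 fold changes had a Pearson's r of 0.198 across genes, which are not independent replicates. SP1 had log2 fold changes of 1.02 and 1.80 in the 2 donors, RELA of 0.50 and 1.28, and TP63 of 0.39 and 1.15. SNAI2 moved in its direction with 3 of 4 guides. SP1 lies on chromosome 12 at 53380176 to 53416446 on the plus strand with 6 exons in its canonical transcript. TP63 lies on chromosome 3 at 189631389 to 189897276, and SNAI2 on chromosome 8 at 48917598 to 48921740.

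**Figure D1:**
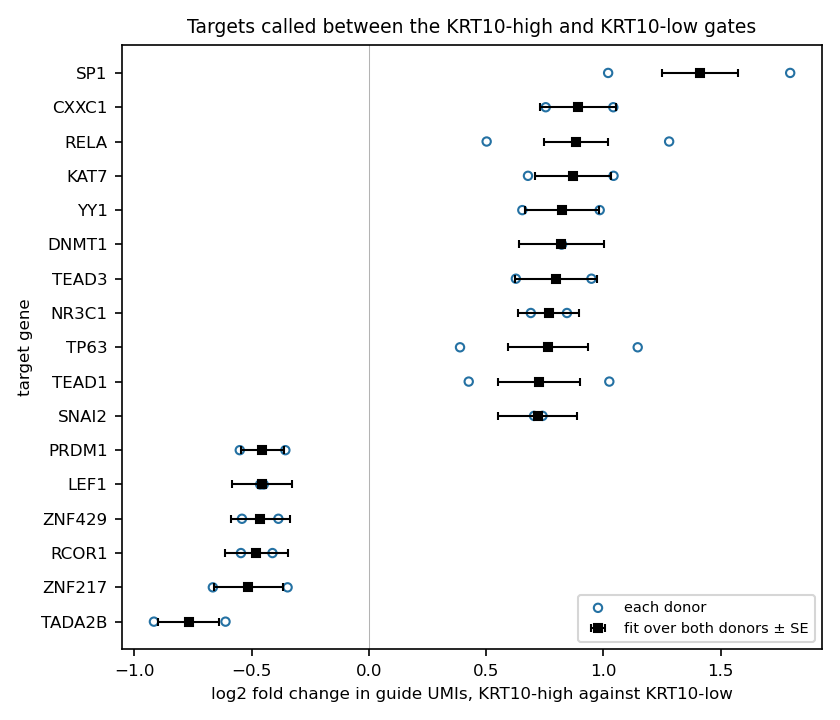
Log2 fold change of KRT10-high against KRT10-low cells for called targets named by the rule for their size of change, and SNAI2, with open circles for the 2 donors and filled squares with bars for the fitted value and its standard error. Of those shown, SP1 stands highest at 1.41 and TADA2B lowest at -0.77, and each target shown has both donors on the same side of 0.

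Chromatin regulators were called in both directions. Guides against CXXC1, the CpG-binding subunit of the SET1 histone methyltransferase complex, rose 1.85-fold (0.89 ± 0.16, adjusted p = 8.2e-05), from a relative abundance of 0.436 ± 0.047 (SD, n = 2) in KRT10-low cells to 0.811 ± 0.027 in KRT10-high cells. Guides against KAT7, a histone acetyltransferase that acts at replication origins and promoters, rose 1.83-fold (0.87 ± 0.16, adjusted p = 1.07e-04), and those against DNMT1, the maintenance DNA methyltransferase, rose 1.77-fold (0.82 ± 0.18, adjusted p = 0.00211). Guides against TADA2B, an adaptor of the SAGA histone acetyltransferase complex, fell to 0.587-fold (-0.77 ± 0.13, adjusted p = 1.89e-05). CXXC1 lies on chromosome 18 at 50282343 to 50287839, KAT7 on chromosome 17 at 49788624 to 49835026, and TADA2B on chromosome 4 at 7041899 to 7057952.

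Among signalling factors, guides against RELA, the main activating subunit of NF-kB, rose 1.84-fold (0.88 ± 0.14, adjusted p = 2.57e-06). Those against NR3C1, the glucocorticoid receptor, rose 1.7-fold (0.77 ± 0.13, adjusted p = 1.89e-05). TEAD3 and TEAD1, the DNA-binding partners of YAP and TAZ, rose by 0.80 ± 0.17 and 0.73 ± 0.17 (adjusted p = 0.00157 and 0.00639). Guides against LEF1, a Wnt effector, fell (-0.46 ± 0.13, adjusted p = 0.0371).

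By list, 5 of the 14 progenitor maintenance factors were higher in KRT10-high cells (YY1, DNMT1, TP63, TEAD1 and SNAI2), 0 were lower and the other 9, with MYC and KLF5 among them, did not pass. Adjusted over the list alone, 5 were higher and 1 was lower. The list as a whole was shifted up (median 0.19, camera adjusted p = 0.00184), a call not kept at adjusted p = 0.429 with an estimated correlation. Of the 23 pro-differentiation factors 2 were lower, PRDM1 among them, also adjusted over the list alone, and 21 did not pass, among them KLF4 (0.22 ± 0.13, adjusted p = 0.505) and ZNF750 (0.28 ± 0.14, adjusted p = 0.362), a pair of factors that activate late differentiation genes. The list's test was not passed (adjusted p = 0.18), with a median of 0.02, a mean of -0.04 and a downward direction. Of the 30 genes the study named, 13 were higher and 4 lower (adjusted p = 1.32e-05, and 0.199 with an estimated correlation), and 17 and 5 adjusted over the list alone. That list was chosen by the study on these samples and is not independent evidence. The paper names the 5 higher progenitor factors and PRDM1 among its factors from this screen. Their calls, and the list shift they enter, are therefore not independent evidence either.

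The other lists did not pass as a whole between the KRT10-high and KRT10-low gates. COMPASS with SAGA and histone acetylation had 2 members higher (CXXC1 and KAT7) and 1 lower (TADA2B), and 5 and 1 adjusted over the list alone, at adjusted p = 0.0624 for the list. Corepressor complexes had 2 lower, ZNF217 (-0.51 ± 0.15, adjusted p = 0.0395) and RCOR1 (-0.48 ± 0.13, adjusted p = 0.0355), and 3 adjusted over the list alone, also at 0.0624 for the list. The list's adjusted p was 0.313 for centromere, replication and telomere proteins, with 1 member higher, 0.313 for NF-kB with RELA higher, and 0.313 for AP-2. It was 0.412 for nucleosome remodellers, 0.527 for factors of other lineages, 0.888 for AP-1 and 0.891 for the SP and KLF family, of which SP1 was the only member to pass. It was also 0.891 for MYC and MAX, for HOX genes and for nuclear receptors, of which only NR3C1 passed. For SMAD, E2F and DREAM, and the general transcription machinery it was 0.907. The SP and KLF family had a negative median, a positive mean and a downward test, and the lists of other lineages, HOX genes, nuclear receptors, the general transcription machinery and E2F and DREAM had positive medians and means beside a downward test.

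The number of targets called between the KRT10-high and KRT10-low gates depended on the libraries in the fit. It was 77 without the first KRT10-low replicate and 10 without the second KRT10-high replicate, 18 and 17 without the first and second KRT10-medium replicates, and 19 without the first KRT10-high replicate. Batch 1 alone gave 18 calls, batch 2 alone 14, and a fit without the donor block 1. SP1 passed in 21 of 21 alternatives, RELA, CXXC1, NR3C1 and TADA2B in 20, and ZNF217 and RCOR1 in 6.

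The KRT10-high gate was next set against the other differentiated populations. Guides against YY1, a zinc finger protein that organises promoter contacts and represses differentiation, rose 1.59-fold (0.67 ± 0.13, adjusted p = 5.17e-04), as did those against SP1 (0.67 ± 0.13, adjusted p = 5.17e-04). KAT7 guides rose 1.51-fold (0.60 ± 0.13, adjusted p = 0.00225) and SNAI2 guides 1.47-fold (0.55 ± 0.14, adjusted p = 0.0182). Over 21 alternatives the SNAI2 value ranged from 0.482 to 1.1, and the median log2 fold change of its guides was 1.04. The relative abundance of SNAI2 guides was 0.748 ± 0.037 (SD, n = 2) in KRT10-high cells and 0.613 ± 0.081 in unsorted differentiated cells. It was 0.478 ± 0.053 in KRT10-medium cells and 0.453 ± 0.015 in KRT10-low cells. TADA2B guides fell to 0.679-fold (-0.56 ± 0.11, adjusted p = 8.16e-04) and PRDM1 guides to 0.763-fold (-0.39 ± 0.08, adjusted p = 8.16e-04).

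**Figure D2:**
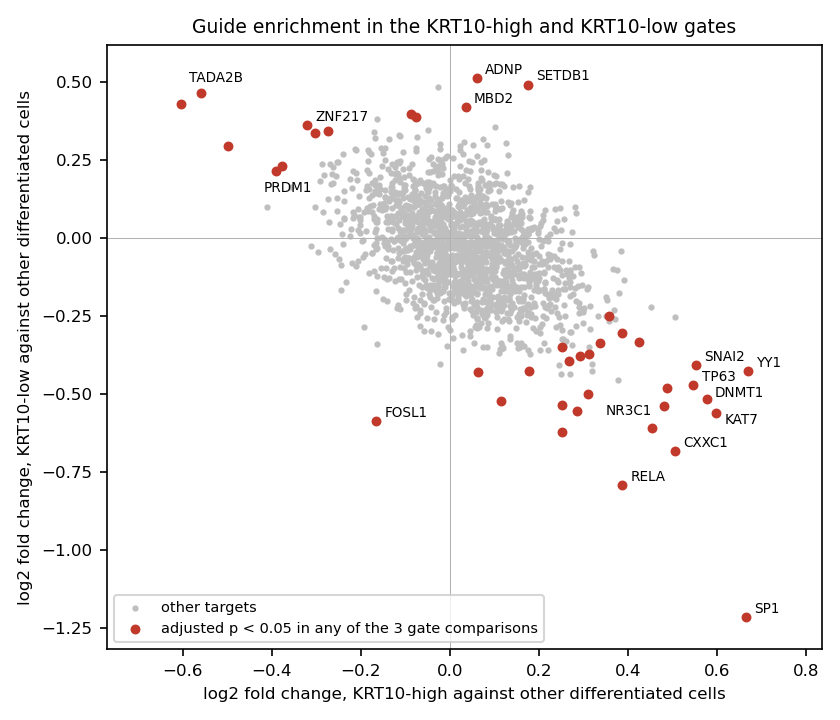
Log2 fold change of guide UMIs in the KRT10-low gate (vertical) against that in the KRT10-high gate (horizontal), each relative to the other differentiated populations, with each point a target and those called in any comparison of the gates in red, some of them named. SP1 lies at 0.67 in the high gate and -1.21 in the low gate, and TADA2B on the opposite side at -0.56 and 0.47, where a negative slope arises in part because each gate is in the reference of the other.

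In all, 8 targets were higher and 4 lower in the KRT10-high gate than in the other differentiated populations. The higher ones also held DNMT1 (0.58 ± 0.15), TP63 (0.55 ± 0.14), CXXC1 (0.51 ± 0.13) and NR3C1 (0.48 ± 0.10). Of 21 alternatives, DNMT1 and CXXC1 each passed here in only 8, TP63 in 12 and NR3C1 in 14. RELA (0.39, adjusted p = 0.0736), KLF4 (0.08, adjusted p = 0.898), KLF5 (-0.07, adjusted p = 0.942), ZNF750 (0.27, adjusted p = 0.428) and ZNF217 (-0.32, adjusted p = 0.353) did not pass. TMM and DESeq2 size factors each gave 6 higher and 5 lower. Batch 1 alone gave 4 calls and batch 2 alone 5, and a fit without the donor block 0 (edgeR, with 153 targets at an unadjusted p under 0.05 in the blocked fit). The count was 24 and 29 without the first and second KRT10-low replicates, 4 and 1 without the first and second KRT10-medium replicates, and 4 without the second KRT10-high replicate.

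Of the progenitor maintenance factors, 4 were higher in the KRT10-high gate than in the other populations (YY1, DNMT1, TP63 and SNAI2), 0 were lower and 10 did not pass. Adjusted over the list alone, 5 were higher and 1 lower. The list was shifted up (median 0.15, camera adjusted p = 3.49e-04). Of the pro-differentiation factors 2 were lower (PRDM1 among them), also adjusted over the list alone, and the list was shifted down (adjusted p = 0.0157). The list of centromere, replication and telomere proteins was shifted up (adjusted p = 0.041) with 0 members passing and 3 adjusted over the list alone, where CENPT had 0.45 (adjusted p = 0.112 over all targets). The study's own list had 7 higher and 4 lower members, 15 and 4 adjusted over the list alone (camera adjusted p = 1.83e-04), and is not independent evidence. The paper also names YY1, DNMT1, TP63, SNAI2 and PRDM1 from this screen, so their calls and the list shifts they enter are not independent of it. None of these calls held with an estimated correlation, at adjusted p = 0.269 for the progenitor, pro-differentiation and study lists and 0.676 for the centromere list. The other 14 lists had adjusted p values from 0.0929 to 0.963.

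The KRT10-low gate was depleted of SP1 knockouts most of all. SP1 guides fell to 0.431-fold of their level in the other differentiated populations (-1.21 ± 0.14, adjusted p = 1.37e-10), with -0.93 and -1.51 in the 2 donors. RELA guides fell to 0.578-fold (-0.79 ± 0.11, adjusted p = 6.05e-07), CXXC1 guides to 0.623-fold (-0.68 ± 0.14, adjusted p = 6.05e-04), and guides against FOSL1, an AP-1 subunit of proliferating and migrating keratinocytes, to 0.665-fold (-0.59 ± 0.11, adjusted p = 3.06e-04). Guides against ADNP, a homeodomain protein of heterochromatin complexes, rose 1.43-fold (0.51 ± 0.11, adjusted p = 0.0014), those against SETDB1, a histone H3 lysine 9 methyltransferase, 1.41-fold (0.49 ± 0.14, adjusted p = 0.0449), and those against MBD2, a reader of methylated DNA, 1.34-fold (0.42 ± 0.10, adjusted p = 0.00919). TADA2B guides were also higher (0.47 ± 0.10), with 0.65 and 0.28 in the 2 donors. Of 21 alternatives, ADNP passed in 17, TADA2B in 14, MBD2 in 12 and SETDB1 in only 9.

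Counts in the KRT10-low gate were 8 higher and 16 lower of 1779, all with the same sign in both donors. The other higher targets under the naming rule were ZFX (0.40 ± 0.10) and MEIS1 (0.39 ± 0.10), and the other lower ones were ZNF408 (-0.62), TEAD3 (-0.61), KAT7 (-0.56), ZNF586 (-0.55), NR3C1 (-0.54) and AFF4 (-0.53). SNAI2 (-0.41, adjusted p = 0.127), TP63 (-0.47, adjusted p = 0.0557), KLF4 (-0.21, adjusted p = 0.394), KLF5 (0.33, adjusted p = 0.339), ZNF750 (-0.10, adjusted p = 0.729) and ZNF217 (0.36, adjusted p = 0.0752) did not pass. The split between directions depended on the scaling, with 19 higher and 15 lower under TMM and 18 higher and 15 lower under DESeq2 size factors. Batch 1 alone gave 10 calls, batch 2 alone 6, and a fit without the donor block 1. The count was 61 without the first KRT10-low replicate, and 8 and 9 without the first and second KRT10-medium replicates.

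The study's list was the only list shifted in the KRT10-low gate (down, adjusted p = 1.17e-04, and 0.259 with an estimated correlation). It had 5 members higher and 7 lower, and 8 and 17 adjusted over the list alone, and is not independent evidence. Of the progenitor maintenance factors 0 passed over all targets and 5 were lower adjusted over the list alone, among them TEAD1 (-0.48, adjusted p = 0.0557), DNMT1 (-0.52, adjusted p = 0.0556) and YY1 (-0.43, adjusted p = 0.0688), with adjusted p = 0.058 for the list. Of the other lists, AP-1 had FOSL1 lower, NF-kB had RELA lower, MYC and MAX had MGA lower (-0.52 ± 0.13), and corepressor complexes had MBD2 higher. Pro-differentiation factors had 1 member higher, and 2 adjusted over the list alone. Centromere, replication and telomere proteins had ADNP higher, and 2 adjusted over the list alone. Adjusted over the list alone, corepressor complexes had 6 members higher and 1 lower, with a median of -0.03, a mean of 0.06 and an upward test. COMPASS with SAGA and histone acetylation had TADA2B higher and CXXC1 and KAT7 lower, and 1 higher and 6 lower adjusted over the list alone. Adjusted p values of the 17 lists that did not pass ran from 0.058 to 0.984.

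**Figure D3:**
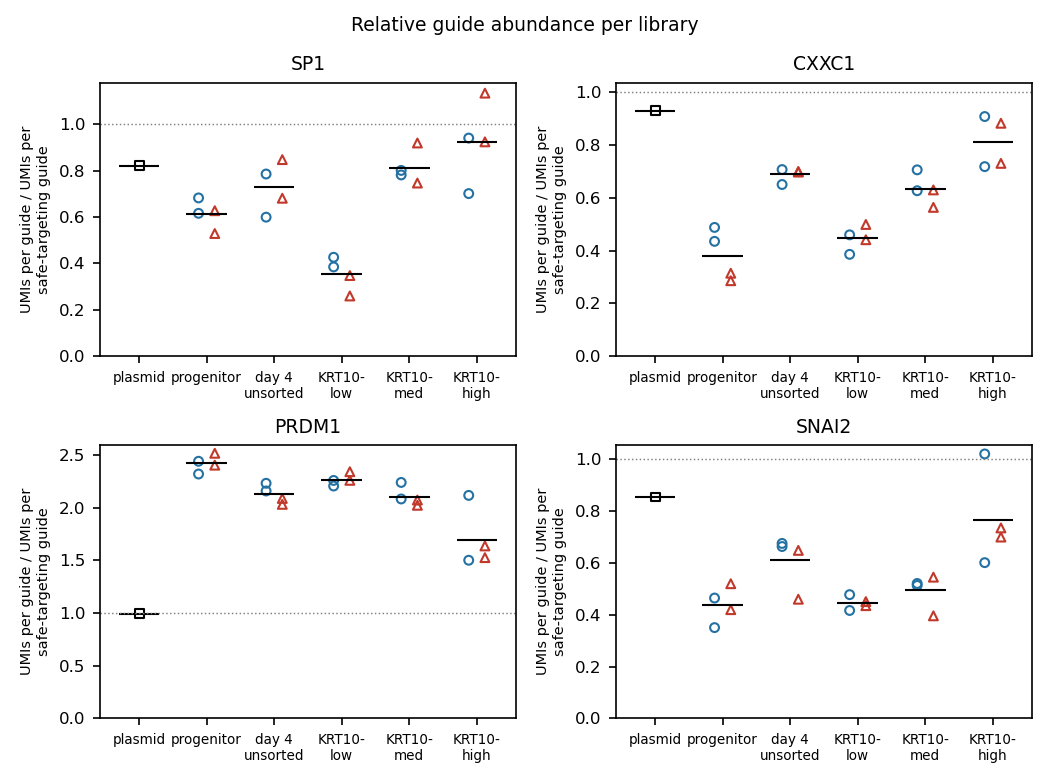
Relative abundance of guides against SP1, CXXC1, PRDM1 and SNAI2 (UMIs per guide over UMIs per safe-targeting guide, so that 1 is the level of the controls) in each population, with circles for donor 1, triangles for donor 2, a square for the plasmid and lines at the mean of the libraries, each point being a library of 1 technical batch. SP1 guides are lowest in KRT10-low cells (0.349 over donors) and PRDM1 guides lie above 1 in all cell populations (2.42 in progenitor cells and 1.66 in KRT10-high cells).

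Growth was read from progenitor cells against the plasmid. Knockouts of some general transcription factors were lost, and those of a few regulators, PRDM1 and SMAD4 among them, were gained. Guides against PRDM1 rose 2.44-fold (1.29 ± 0.21, adjusted p = 1.88e-06) and those against SMAD4, the common mediator of growth-inhibiting TGF-beta signals, 2.1-fold (1.07 ± 0.26, adjusted p = 0.0139). Guides against GTF2B, an RNA polymerase II initiation factor, fell to 0.264-fold (-1.92 ± 0.44, adjusted p = 0.00626), from a relative abundance of 0.933 in the plasmid to 0.246 ± 0.0039 (SD, n = 2) in progenitor cells. Guides against THAP1, a zinc finger regulator of cell-cycle genes, fell to 0.28-fold (-1.84 ± 0.44, adjusted p = 0.0135), and those against KLF5, a factor of proliferating basal keratinocytes, to 0.343-fold (-1.54 ± 0.43, adjusted p = 0.0494).

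Of 1779 targets, 3 rose and 9 fell between plasmid and progenitor cells, each with the same sign in both donors and in 4 of 4 guides. The other targets that fell were ZNF407 (-1.69), DR1 (-1.64), ZNF468 (-1.53), HMGB3 (-1.53), SRCAP (-1.36) and ZNF705D (0.355-fold). Of their candidate cut sites, 54.9% in ZNF468, 93% in HMGB3 and 100% in ZNF705D occur more than once in the genome. GTF2B lies on chromosome 1 at 88852633 to 88891944, and PRDM1 on chromosome 6 at 105993463 to 106109939. CXXC1 (-1.29, adjusted p = 0.115), TP63 (-1.02, adjusted p = 0.544), SNAI2 (-0.96, adjusted p = 0.544) and SP1 (-0.42) did not pass. The donors' log2 fold changes had a Pearson's r of 0.577 across genes, in part because both are set against the same plasmid library.

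Of the general transcription machinery 2 members fell between plasmid and progenitor cells (GTF2B and DR1) and 10 adjusted over the list alone, TBP (-1.46) and SON (-1.38) among them. That list had a median of -0.83 (camera adjusted p = 6.14e-18). Of the progenitor maintenance factors KLF5 fell, as did 2 adjusted over the list alone (median -0.75, adjusted p = 5.04e-09). The list of centromere, replication and telomere proteins had 0 members passing, and 1 higher and 4 lower adjusted over the list alone (adjusted p = 2.84e-04). None of these calls held with an estimated correlation, at adjusted p = 0.59. SMAD had SMAD4 higher (list adjusted p = 0.18), and the study's list had 3 higher and 1 lower, 6 and 7 adjusted over the list alone (adjusted p = 0.357), which is not independent evidence. The other lists had adjusted p values from 0.101 to 0.816.

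The number of targets called for growth varied between alternatives. TMM gave 5 higher and 9 lower, leaving out each target's top guide gave 2 and 20, and the rank aggregation of guide tests gave 9 and 83. The DESeq2 Wald test gave 3 and 4. Batch 1 alone gave 4 calls and batch 2 alone 1. With all libraries in 1 fit the count was 30, and with the donor block added it was 120 (16 higher, 104 lower), or 122 and 151 without the second and first progenitor replicates. The single plasmid library enters all of these.

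**Figure D4:**
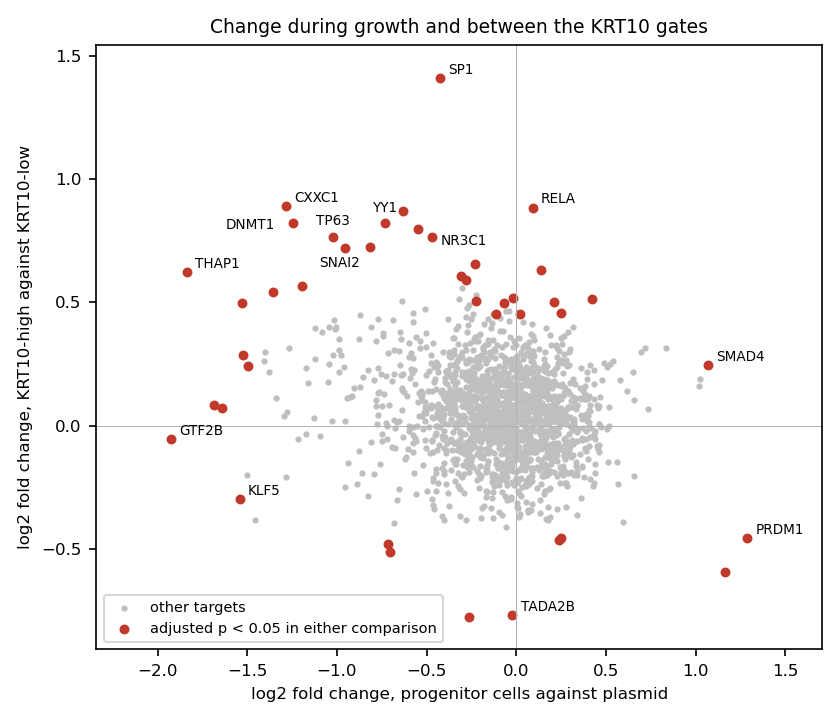
Log2 fold change of KRT10-high against KRT10-low cells (vertical) against that of progenitor cells against plasmid (horizontal), with each point a target and those called in either comparison in red, some of them named. SP1 lies at -0.42 and 1.41, TP63 at -1.02 and 0.76, and PRDM1 at 1.29 and -0.45.

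No target passed between unsorted differentiated and progenitor cells. The edgeR test called 0 of 1779, with 81 at an unadjusted p under 0.05, and DESeq2's Wald test and the rank aggregation also called 0. The targets with the lowest adjusted p, 0.697, were SMAD4 (-0.51 ± 0.11, -0.56 and -0.46 in the 2 donors) and CENPA, the centromeric histone (0.95 ± 0.21, 0.73 and 1.17 in the donors). TP63 had 0.93 ± 0.24 and CXXC1 0.88 ± 0.22, both positive in each donor. SNAI2 had 0.48 ± 0.21, SP1 0.23 ± 0.18 and KLF4 -0.12 ± 0.14. Batch 1 alone and batch 2 alone each gave 0 calls, as did a fit without the donor block. In a fit of all libraries, 1 target passed, and 26, 8 and 1 passed without the first progenitor, the second progenitor and the first unsorted differentiated replicate.

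Some lists were shifted between unsorted differentiated and progenitor cells although no member passed over all targets. Progenitor maintenance factors (camera adjusted p = 0.0182), the general transcription machinery (0.02), COMPASS with SAGA and histone acetylation (0.028) and centromere, replication and telomere proteins (0.0473) were shifted up in differentiated cells, and none held with an estimated correlation, at adjusted p = 0.687. Adjusted over each list alone, CENPA (adjusted p = 0.011), TP63 (0.0328) and CXXC1 (0.0233) were higher and SMAD4 (0.00899) was lower. The study's list, which is not independent evidence, had 3 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.398). The SP and KLF family passed under TMM alone (adjusted p = 0.0533, and 0.0496 with TMM). The other lists had adjusted p values up to 0.865.

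Sets of safe-targeting guides gave the background of the tests. Of 93 sets, 2 were at an unadjusted p under 0.05 in the KRT10-high gate, 10 in the KRT10-low gate, 7 between the KRT10-high and KRT10-low gates, 4 between differentiated and progenitor cells and 0 between progenitor cells and plasmid, and edgeR called 0 in each. Chance alone gives a share of 0.05. The share was 10.8% in the KRT10-low gate and 7.53% between the KRT10-high and KRT10-low gates, and lower elsewhere. Unadjusted p values may thus be too small in the KRT10-low gate and too large for growth. In simulated data the test recovered 88% of targets changed by 1.5-fold and 100% of those changed by 2-fold between the KRT10-high and KRT10-low gates. Between progenitor cells and plasmid it recovered 40% at 2-fold and 96% at 4-fold, so that many growth changes of 2-fold would not have been detected with these 3 libraries.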

Values the study reported

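The paper gives about 750,000 UMIs per sample, 445 UMIs per target gene and 68 transcription factor hits at its pseudo-P cutoff of 0.001.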

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

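The values here were picked by a fixed test for a single library far from the others of its group, and no test was chosen after the result was seen. Relative abundance of SNAI2, SP1, TP63, KLF4, KLF5, ZNF750, CXXC1 and ZNF217, the share of safe-targeting guides and the library totals were checked in groups of 4 libraries (2 donors in 2 technical batches). Of 50 groups 4 had such a library, where chance flags about 1 in 20 groups.

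In unsorted differentiated cells, SNAI2 guides had a relative abundance of 0.46 in 1 library, against 0.648 to 0.675 in the other libraries. TP63 guides had 0.825, against 0.549 to 0.595, and CXXC1 guides had 0.651, against 0.698 to 0.707. Each of the 3 groups is among the unsorted differentiated cells, which enter the KRT10-high and KRT10-low comparisons as part of the reference and the comparison with progenitor cells directly. A library of KRT10-low cells had a total of 478.1 against 1495 to 1587 in the others, in units of 1000 UMIs. No explanation was tested for these values.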

How the results depend on the processing

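Alternatives fitted without the unsorted libraries, and the gates fitted on high and low alone, were chosen after seeing the data, the latter before its own result was seen. Counts not listed here stayed within 1.5 times the value in the report. Removing no targets for low counts was void, since the filter removed 0. Where the cause of a difference is not given below, the cause was not tested.

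For the KRT10-high gate (12 calls), separate batches gave 38, batch 1 only 4, batch 2 only 5, no donor block 0, an adjusted p under 0.25 gave 30, and leaving out the unsorted libraries 19. Leaving out each library gave 1 to 29. For the KRT10-low gate (24), these were 113, 10, 6 and 1 (no block), all libraries gave 12, rank aggregation 6 and an adjusted p under 0.25 gave 138, with 8 to 61 over left-out libraries. For KRT10-high against KRT10-low (32), separate batches gave 95, batch 1 only 18, batch 2 only 14, all libraries 15, no block 1, rank aggregation 20, an adjusted p under 0.25 gave 121, a pseudo-p under 0.001 gave 52, and the gates alone 7, with 10 to 77 over left-out libraries. For differentiated against progenitor cells (0), separate batches gave 13 and all libraries 1, and left-out libraries in the fit of all libraries 0 to 26. For progenitor cells against plasmid (12), DESeq2's Wald test gave 7, leaving out the top guide 22, separate batches 221, batch 1 only 4, batch 2 only 1, all libraries 30, the same with a donor block 120, rank aggregation 92, and unsorted differentiated cells against plasmid 31, with 122 to 151 over left-out libraries. For progenitor cells against plasmid, an adjusted p under 0.25 gave 36. Separate batches count technical replicates as samples, which by construction gives smaller errors, and single batches hold fewer UMIs. In fits where a left-out library leaves 1 of its population, that library is assumed to vary like the others. With an estimated correlation, 0 lists passed in each comparison, against 4, 1, 2, 4 and 3. That test also missed a simulated list of 20 slightly changed members in each comparison (adjusted p = 0.302 to 0.993), which the preset correlation found (0.000169 to 0.0387), so its loss of calls is weak evidence against a shift.

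Direction reversed only for named targets that had not passed. For the KRT10-high gate these were KLF5 without its top guide (0.00998) and in batch 2 only (0.0973), and KLF4 without the first KRT10-high replicate (-0.0458), which ranged from -0.0475 to 0.215 over left-out libraries and donors. For the KRT10-low gate it was ZNF750 without the second KRT10-low replicate (0.114, range -0.332 to 0.114). For differentiated against progenitor cells they were SP1 in batch 1 only (-0.0386), KLF4 without the first unsorted differentiated and the second progenitor replicate (0.0477 and 0.0143, lowest -0.308), and KLF5 without the latter (-0.158, highest 0.863). Of 460 values for 20 named targets between the KRT10-high and KRT10-low gates, 364 kept direction and side of the threshold and 93 no longer passed. A further 2 were stronger, 1 changed otherwise and 0 reversed. SP1 passed in 21 of 21 alternatives there, with log2 fold changes of 1.12 to 1.70. SNAI2 passed in 17 of 21, with 0.613 to 1.71. Simulated 2-fold changes were recovered in 40% of targets between progenitor cells and plasmid, and in 100% in the other comparisons. Whether depth or the fit of 3 libraries without a donor block sets this limit was not tested.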

Other observations

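The medium gate, the regrouped safe-targeting guides and the highest share of repeated sites were tested only after the results were seen. The fit of KRT10-high and KRT10-low on 4 libraries was chosen after the data had been seen, but its bound, like those of the other tests, was set before its own result was seen.

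KRT10-medium cells were set against the mean of KRT10-high and KRT10-low cells. Guides against FOSL1, an AP-1 subunit, were more abundant in the medium gate (0.66 ± 0.11, adjusted p = 6.49e-05, edgeR, 0.55 and 0.77 in the 2 donors). Guides against the chromatin repressors ADNP (-0.66 ± 0.12, adjusted p = 5.61e-04), SETDB1 (-0.68 ± 0.16, adjusted p = 0.0249) and MBD2 (-0.46 ± 0.11, adjusted p = 0.0383) were less abundant, with the same sign in both donors. These 4 were the only calls of 1779 targets. FOSL1 fell in the KRT10-low gate (-0.59) and did not pass in the KRT10-high gate (-0.17 ± 0.11).

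Across 1774 targets, the log2 fold changes of progenitor cells against plasmid and of KRT10-high against KRT10-low had a Pearson's r of -0.197 (permutation p = 1e-04, the smallest these permutations can give), where genes are not independent replicates. For counting noise of rare guides, r was -0.211 over the 873 targets above the median of plasmid UMIs and -0.198 at or below it. This split cannot decide on such noise, since the comparisons share no library and independent counting noise would not link them in either part. A candidate explanation is that slow growth of a knockout carries over into the gates, but 1000 regroupings of safe-targeting guides gave a median r of -0.189 (-0.359 to -0.0187) against -0.198 for targets on the same measure, so drift of guides among cells is another. The covariance of targets lay beyond that of safe-targeting sets, at -0.013 against -0.0114 to -0.000562, and at -0.00975 against -0.00887 to 0.00443 between donors, so drift as seen in these sets may not give all of it. The mean r across donors, -0.102 (-0.0741 and -0.13), met the bound set beforehand against drift within a donor's cells, but not by more than its spread, since safe-targeting sets ranged from -0.175 to 0.0796 (median -0.046), so growth and drift cannot be told apart here.

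No target passed between unsorted differentiated and progenitor cells, although TP63 and CXXC1 had log2 fold changes of 0.93 and 0.88. Too few libraries alone were argued against for strong changes only, because KRT10-high against KRT10-low fitted on its 4 libraries gave 7 calls. The fit of 8 libraries gave 32 there, so the number of libraries stays open for weaker changes. Simulated changes without differences between donors were recovered in 100% of targets at 2-fold and 58% at 1.5-fold between unsorted differentiated and progenitor cells. Smaller changes can therefore have been missed. Depth was argued against in the fit of 8 libraries, where thinning the KRT10-high and KRT10-low libraries to the totals of the unsorted and progenitor libraries left 31 calls. It was not tested in a fit of 4 libraries. Uneven sampling of progenitor cells stays open. They were seeded as 5 plates of 100000 cells, against 18 wells of 1600000 for differentiated cells. The SD between donors over safe-targeting guides was 1.31 times as large in progenitor as in unsorted differentiated cells (0.66 and 0.504, bootstrap range 1.17 to 1.46). It was also 1.33 times as large in KRT10-low as in KRT10-high cells (0.573 and 0.431), where targets passed. Both SDs of the gates were lower than their counterparts, so the gates do not argue against uneven sampling. A smaller effect of knockouts on entry into differentiation than on KRT10 is a biological alternative and was not tested.

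Some targets lost in progenitor cells, such as ZNF468, HMGB3 and ZNF705D, have no listed role in keratinocytes, and many of their candidate cut sites occur more than once in the genome. Damage from cuts at several copies may add to their loss, but 113 targets with mostly repeated sites differed from 1626 others in their median log2 fold change by -0.0585 (permutation p = 0.0813), and the 19 targets with 4 or more copies had a median of -0.198 against -0.0558 for those others, which leaves it open. The 6 other depleted targets, GTF2B and KLF5 among them, were set apart because their sites were mostly unique. Their highest share of repeated sites was 0.505%. This argues against such damage for them, but it covers all candidate sites, since guide sequences were not used. As a set the depleted targets did not have few plasmid UMIs, with a median percentile of 71.2 (24.6 for DR1 to 96.4 for HMGB3). This cannot decide on noise in the single plasmid library, where a count too high by chance would also appear as depletion. No biological explanation was tested.

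KRT10 lies on the long arm of chromosome 17, so loss of the arm's end after a cut could remove a copy of KRT10 itself. The 14 targets between the centromere and KRT10 had a median log2 fold change of KRT10-high against KRT10-low that differed from that of other targets by -0.0665 (permutation p = 0.224, lower bootstrap bound -0.241). This stays open, since so few targets leave a wide spread.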
